A study of Homo sapiens with 8 samples. Its data were reported in "Differential gene regulation by a synthetic vitamin D receptor ligand and active vitamin D in human cells" (2023).

How the data were processed

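ATAC-seq libraries of HaCaT cells were taken from the deposited table of the series, which gives counts per peak for 8 libraries together with an annotation of each peak. Cells had been treated for 8 h with ethanol, 100 nM calcitriol (VD), 1 µM DLAM-2b or both, with 2 libraries per group, per the labels. Per the submitters' processing notes, reads were aligned to GRCh38.p13 with Bowtie2 2.3.4.3, duplicates were removed with Picard 2.20.7 and SAMtools 1.9, peaks were called with MACS2 2.2.4, annotated with HOMER 4.9.1, and compared with DESeq2 1.20.0. The name of the deposited table points to featureCounts, and for the ATAC-seq libraries neither it nor its version is stated in the sources used here, which give a version for RNA-seq only. Whether cut positions were shifted for the transposase, and whether fragments or read ends were counted, is likewise not given, and either choice would change counts at the edges of peaks. The values in the deposited table were whole numbers and were used as counts, the unit in which the authors deposited them. Tracks and reads were not used.

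The table held 73197 peaks, 151 to 3032 bases long with a median of 634, next to 21732 genes, and 198 peaks had no gene name. Nearest genes and classes (promoter, intron, intergenic and others) were taken from the deposited annotation, so a peak's nearest gene need not be the gene it regulates or the gene whose intron it lies in. Distances from a gene are distances from its transcript start in that annotation, not from its nearest end. The annotation was checked against GENCODE release 44, where 99.2% of promoter peaks and 9.1% of intergenic peaks lay within 1000 bases of a transcript start. Totals per library ran from 18774134 to 30496531 counts. Totals of counts that lie in peaks are not the sequencing depth, which is not given in the sources used here.

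Peaks were compared with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F-test with TMM scaling and default filterByExpr (minimum count 10), which removed 2 peaks and left 73195. All 8 libraries entered 1 fit with a term per group, which left 4 residual degrees of freedom, and the biological coefficient of variation was 7.63%. The tests also borrowed a median of 95.96 prior degrees of freedom across the peaks of these libraries, on which the small p-values rest. The contrasts read from it were each treatment against EtOH, the co-treatment against VD, DLAM-2b against VD, and the interaction, which is the effect of both ligands minus the sum of the separate effects on the log2 scale. A further pair of comparisons pooled the libraries by VD and by DLAM-2b, 4 against 4. Adjusted p-values are Benjamini-Hochberg over the peaks tested in a comparison, with a threshold of 0.05, and errors of fold changes are standard errors from the fit with 95% confidence intervals where given. CPM values are counts scaled by TMM library sizes. Shares of counts by class were compared by exact permutation tests, two-sided, which regrouped single libraries without keeping duplicates together.

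Gene lists and motifs were written before the data were examined. The 24 lists were VDR target loci, vitamin D metabolism and receptors, nuclear receptor co-regulators, calcium handling, basal keratinocyte, differentiating keratinocyte, AP-1 family, growth factor response, innate immune and inflammatory, interferon response, TGF-beta and matrix, Hippo targets, WNT pathway, NRF2 response, p53 response, ER stress and integrated stress response, sterol metabolism, xenobiotic response, cell cycle, housekeeping, and markers of melanocytes, fibroblasts, immune cells and endothelial cells. The 20 motifs were searched as exact matches on both strands of the reference sequence of each peak. They were the VDR/RXR direct repeat with 3 bases between its half-sites (DR3), the same half-sites with 0, 1, 2, 4 and 5 bases between (DR0 to DR5), and sites of AP-1, NRF2/MAF, CTCF, p63/p53, TEAD, RUNX, ETS, SP/KLF, NRF1, CEBP, IRF, NF-kB, GRE/ARE and GRHL. Lists and motifs were tested with camera in limma 3.58.1, which compares a set with all other peaks, with the correlation preset at 0.01 and again with an estimated correlation, and with fry. Their p-values were adjusted over the lists or motifs of a comparison. Across all comparisons no list passed with an estimated correlation, and among motifs only DR3 with VD, DR3 with DLAM-2b against VD, and DR3 and DR5 in the interaction did.

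Counts at the thresholds of the study's legend used an unadjusted p under 0.05 and a change above 2-fold. Overlaps were set beside the product of the list sizes over the number of peaks, and beside 20 simulations of unchanged groups that shared their controls. In these simulations each peak was drawn independently, with no trend between libraries. For the attenuation of VD effects, peaks were chosen in 1 pair of a VD and an EtOH library and measured in the others. Sizes of 200, 500 and 1000 peaks were planned, and 500 was made the main size after the values were seen.

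Peaks named in the text followed a rule set with the lists: all peaks of CYP24A1 and HSD17B2, the 10 with the smallest p in each direction among peaks where every library of a group lay apart from the other group, and the 3 peaks with the smallest p in each list. From these, the text mostly prints peaks that passed with any single library left out, a preference set after the values were seen. For peaks printed by that preference, passing with a library left out restates the choice and is not separate support.

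The processing was tested on simulated data in which peaks of known change were placed in unchanged groups. Of 50 peaks changed 1.25-fold, 6% were recovered, and of those changed 1.5-fold, 2-fold and 4-fold, 38%, 80% and 98%, while 10 of 72389 unchanged peaks were called. A set of 600 peaks shifted by 0.1 gave a camera p of 2.4e-08, or 1.2e-04 with an estimated correlation, and an unshifted set gave 0.57. Simulated trends with abundance and with GC content gave 1946 and 2999 calls, and 0 with the matching offsets. Motif searches were checked by a separate search of 2000 random peaks, with the same answers.

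The alternatives tried were DESeq2 1.42.0, limma-voom, DESeq2 size factors, library size alone, loess offsets on abundance (span 0.3), no filter, a filter at a mean of 30 counts, the replicate number as a block, the 2 groups of a comparison alone, an additive model, each library left out in turn, and sets restricted to promoters or to other peaks. Offsets for GC content and separate scaling of promoters and other peaks were added after the counts of called peaks and the promoter shares had been seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 prepared the tables and the plots. No peaks were called again and no expression data were used, since the deposited table alone was examined.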

Results

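Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts open DNA and inserts sequencing adapters, in HaCaT cells, an established and spontaneously immortalized human keratinocyte line. The cells had been treated for 8 h with ethanol (EtOH), with 100 nM calcitriol, the hormonal form of vitamin D (VD), with 1 µM of the synthetic lactam derivative DLAM-2b, or with both ligands together (VD+DLAM-2b). Each of the 4 groups held 2 libraries, with 18774134 to 30496531 counts per library over 73197 peaks, and the libraries' median counts per peak lay between 110 and 186. Of these peaks, 73195 were tested, and 14.2% of all peaks were annotated as promoters. Distances in kb are from the annotated transcript start of the nearest gene, so a peak at such a distance may still lie inside or beside that gene. The cells were seeded in duplicate dishes and no separate experiments are stated, so the p-values measure the spread between duplicates, part of which may be technical. The ligands were given at different doses, 100 nM for VD and 1 µM for DLAM-2b, so differences between them hold for those doses.

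The share of counts that lay in promoter peaks separated vehicle from treated libraries. It was 35.65% and 34.81% in the EtOH libraries, with a mean of 35.2% ± 0.59 (SD, n = 2), and 33.0% ± 0.85 (SD, n = 6) in the 6 treated libraries. The difference of -2.19 percentage points had a two-sided exact permutation p of 0.036, the smallest that 28 regroupings of the libraries allow. Most of these regroupings part the duplicates of a group. The p thus treats duplicate dishes as independent and is not a test at the level of groups, which are too few for one. Intergenic peaks held 26.4% of counts in treated libraries and 24.8% in EtOH libraries, with the same exact permutation p of 0.036 and the same limit. The promoter share did not separate the libraries by DLAM-2b (difference -1.29, exact permutation p = 0.171, n = 4 against 4) or by VD (-0.59, exact permutation p = 0.543). The first principal component held 34.1% of the variance. The EtOH libraries lay at -54.5 and -60.9 on it, the VD libraries at -8.4 and -8.6, the DLAM-2b libraries at 24.5 and 38.1, and the VD+DLAM-2b libraries at 24.3 and 45.4. Several gene groups described here moved with the promoter share, and this is said where it applies.

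**Figure D1:**
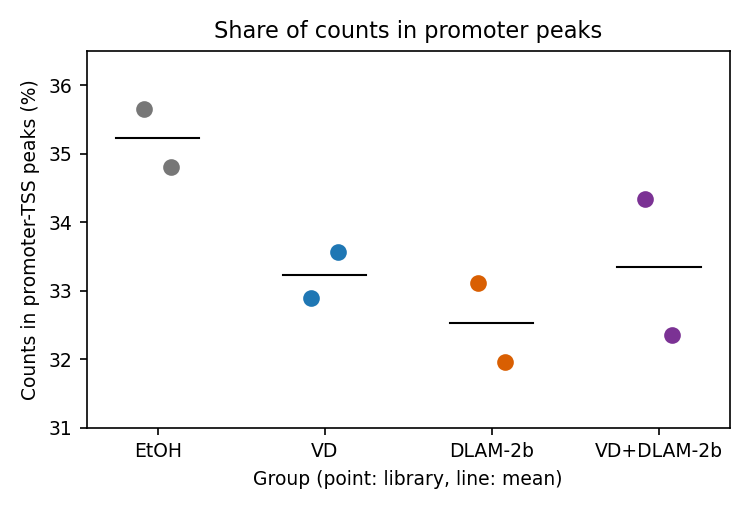
Percent of each library's counts that lay in promoter peaks (vertical axis, percent) in the 4 groups, with a point per library and a line at each group's mean. The EtOH libraries, at 35.65 and 34.81, lay above the 6 treated libraries, which ran from 31.96 to 34.34.

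VD was compared with EtOH to find the regions that the hormone opened or closed. In edgeR, 701 peaks near 629 genes rose and 262 peaks near 259 genes fell at an adjusted p of 0.05. Peaks that rose lay away from promoters, with 1.85% of them in promoters, whereas 63.4% of the peaks that fell were promoter peaks. Of the 9 peaks nearest to CYP24A1, which encodes the enzyme that inactivates calcitriol, 4 rose, and they are described with its locus. Near FEM1B, whose product recruits substrates to a ubiquitin ligase, a peak 4.71 kb from the gene rose by 0.91 ± 0.09 (log2 fold change ± SE, adjusted p = 5.5e-12) and carried a match to the VDR/RXR direct repeat. A peak in an annotated intron 124 kb from CYP26B1, which encodes an enzyme that degrades retinoic acid, rose by 1.18 ± 0.15 (adjusted p = 1.3e-08). The largest change among these was at an intronic peak nearest to MIR4295, at 1.85 ± 0.22 (adjusted p = 4.0e-09). Among the peaks that fell, the promoter of YY1, a ubiquitous zinc-finger regulator, changed by -0.51 ± 0.09 (adjusted p = 1.3e-04). The 5′ UTR peak of JUNB, a subunit of AP-1, changed by -0.50 ± 0.09 (adjusted p = 4.3e-04), but not past the threshold without VD 2 (adjusted p = 0.061). The median promoter peak changed by -0.11 with VD, as the promoter share of the treated libraries was lower, and by -0.04 with GC offsets.

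The number of VD peaks rested on single libraries. It was 181 without EtOH 1, 296 without EtOH 2, 271 without VD 1 and 209 without VD 2, and 1700 and 1680 without VD+DLAM-2b 1 and 2. With DESeq2 it was 284, and a fit of the 2 groups alone called 1887 peaks, 51.7% of them higher against 72.8% in the joint fit. The peaks named above near FEM1B, CYP26B1, MIR4295 and YY1 passed with any single library left out.

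**Figure D2:**
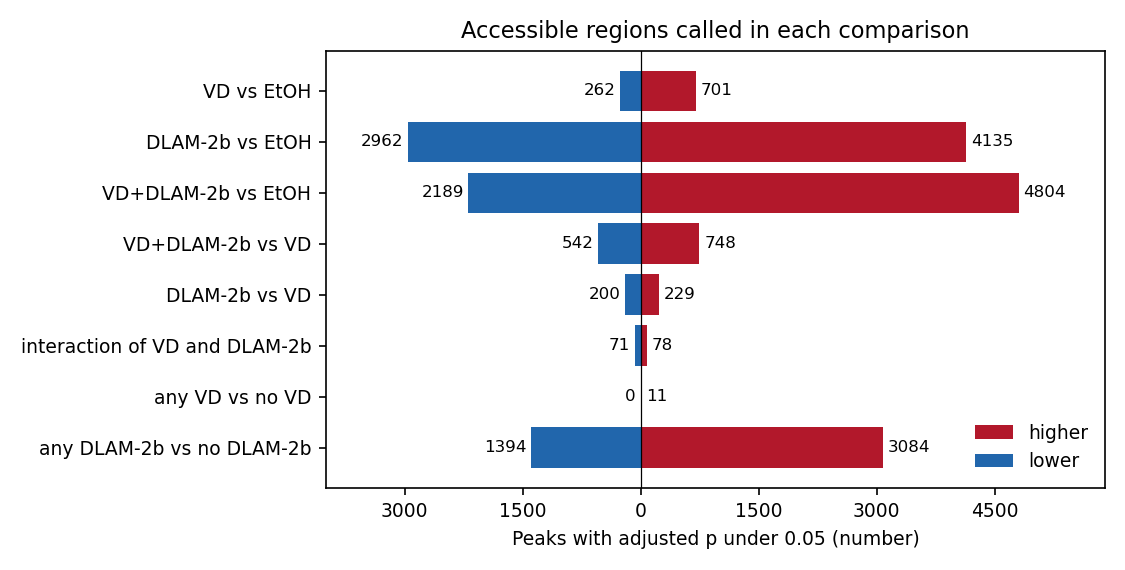
Number of peaks past an adjusted p of 0.05 in edgeR (horizontal axis) for the 8 comparisons, with peaks that rose drawn to the right in red and peaks that fell to the left in blue. DLAM-2b against EtOH called 4135 higher and 2962 lower peaks, and VD against EtOH called 701 and 262.

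DLAM-2b was compared with EtOH to see what the synthetic ligand did alone. It changed 7097 peaks, of which 4135 near 3158 genes rose and 2962 near 2762 genes fell. As with VD, few of the peaks that rose were promoters (1.77%), and 52.1% of those that fell were. The intergenic peak 6.01 kb from RBCK1, which encodes a subunit of the linear ubiquitin ligase, rose by 1.07 ± 0.12 (adjusted p = 7.8e-10). The FEM1B peak that rose with VD also rose with DLAM-2b, by 0.81 ± 0.09 (adjusted p = 1.4e-09). A peak 97.2 kb from EGR2, an immediate early transcription factor gene, rose by 1.35 ± 0.18 (adjusted p = 4.2e-08). Epidermal loci were among those that rose, with an intronic peak nearest to DSG1-AS1, within the desmosomal cadherin cluster, at 1.10 ± 0.14, a peak 24.2 kb from TP63, the master regulator of basal keratinocytes, at 0.74 ± 0.14, and an intronic peak of the cadherin gene CDH3 at 0.73 ± 0.15. Of the peaks that fell, the promoter of CAMK2N2 changed by -0.62 ± 0.09 (adjusted p = 1.4e-06), an exonic peak of KLF4, a regulator of barrier formation, by -0.60 ± 0.13, and a peak 1.3 kb from the basal keratin gene KRT5 by -0.40 ± 0.09. At the AP-1 genes, a peak 24 kb from FOS changed by -0.47 ± 0.08 and the 5′ UTR peak of JUNB by -0.43 ± 0.09 (adjusted p = 0.0012). Each of these peaks passed with any single library left out, a trait for which they were mostly picked, so it is no separate support. With GC offsets all but JUNB passed (-0.24, adjusted p = 0.057). Of the 88 peaks named by the rule in this comparison, 34 did not pass with GC offsets.

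The median promoter peak changed by -0.17 with DLAM-2b, by -0.08 with offsets that removed the trend with abundance, and by -0.05 with GC offsets. The counts of higher and lower peaks differed between settings. With loess offsets on abundance 3052 rose and 1192 fell, with GC offsets 1997 rose and 1450 fell, with library size alone 5502 rose and 1330 fell, and with DESeq2 1425 rose and 1573 fell. The count was 4384 without DLAM-2b 1, 1507 without DLAM-2b 2, 1562 without EtOH 1 and 2672 without EtOH 2.

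The co-treatment was compared with EtOH to describe both ligands together. It changed 6993 peaks, of which 4804 near 3451 genes rose and 2189 near 1970 genes fell, and 28.4% of those that fell were promoters. The RBCK1 peak rose by 1.36 ± 0.12 (adjusted p = 5.0e-16) and the FEM1B peak by 1.10 ± 0.09 (adjusted p = 5.0e-16). An intronic peak 44.7 kb from KLF6, a Krüppel-like factor gene, rose by 1.42 ± 0.14 (adjusted p = 1.4e-12). Near TRIB3, a pseudokinase gene induced by the integrated stress response, the promoter rose by 0.51 ± 0.09 and a peak 6.92 kb away by 1.11 ± 0.14 (adjusted p = 8.8e-09). A peak 32 kb from CASR, the calcium-sensing receptor gene, rose by 1.37 ± 0.28 (adjusted p = 4.0e-04). Peaks near the mucin gene MUC16 and the secreted factor gene METRNL changed by -1.17 ± 0.16 and -1.09 ± 0.16. An intronic peak of ITGA3, which encodes an integrin of basal cells, changed by -0.88 ± 0.14, and a peak 1.7 kb from MIR205, an epithelial microRNA gene, by -0.60 ± 0.09. All of these peaks passed with any single library left out. The count was 2624 without EtOH 1, 2923 without EtOH 2 and 2388 without VD+DLAM-2b 2. Promoter peaks scaled apart from the others gave 4003 higher and 2851 lower peaks, and library size alone gave 5797 and 1393. DESeq2 called 2201 higher and 821 lower, and GC offsets gave 2688 and 1716.

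The 2 loci that the study examined were read peak by peak. Of 15 tested peaks, 9 were nearest to CYP24A1 and 6 to HSD17B2, which encodes an enzyme that oxidizes estradiol and testosterone, and none was nearest to HSD17B2-AS1. The peak over the 5′ UTR of CYP24A1 (exon 1 of 11, chromosome 20, 54172848 to 54174502) held 33.0 ± 2.68 CPM in EtOH, 81.8 ± 2.14 in VD, 43.97 ± 6.22 in DLAM-2b and 75.7 ± 8.79 in VD+DLAM-2b (mean ± SD, n = 2 each). It rose by 1.31 ± 0.09 with VD (adjusted p = 4.0e-22) and by 1.19 ± 0.09 with the co-treatment (adjusted p = 3.6e-19). With DLAM-2b it rose by 0.42 ± 0.09 (adjusted p = 0.0015), which did not pass without EtOH 2 (0.34, adjusted p = 0.072) or without DLAM-2b 1 (0.25, adjusted p = 0.15). DLAM-2b and VD differed by -0.89 ± 0.09 there (adjusted p = 9.5e-13). The co-treatment did not differ from VD, at -0.12 with a 95% confidence interval of -0.28 to 0.05. An intergenic peak 22.2 kb from CYP24A1 (chromosome 20, 54150747 to 54152872) rose by 1.65 ± 0.15 with VD, by 1.25 ± 0.15 with the co-treatment, and by 0.71 ± 0.16 with DLAM-2b (adjusted p = 0.0024, and 0.085 without DLAM-2b 2). Peaks 24.9 kb and 39.2 kb from CYP24A1 rose by 1.69 ± 0.24 and 1.24 ± 0.16 with VD. All distances at this locus are from the transcript start of CYP24A1 and not from its nearest end.

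At HSD17B2, a peak in intron 3 of 4 (chromosome 16, 82082611 to 82083262), 47.7 kb into the gene, rose by 1.60 ± 0.19 with VD (adjusted p = 4.1e-09) and by 1.17 ± 0.20 with the co-treatment (adjusted p = 1.8e-05). With DLAM-2b it rose by 0.67 ± 0.21 (adjusted p = 0.028), but not past the threshold without EtOH 1 (adjusted p = 0.12), EtOH 2 (0.15) or DLAM-2b 2 (0.38), nor with DESeq2 (0.070) or limma-voom (0.071), loess offsets (0.078), GC offsets (0.13) or separate scaling of promoters (0.052). DLAM-2b and VD differed there by -0.94 ± 0.18 (adjusted p = 0.0013), which did not pass without VD 1 (adjusted p = 0.079) or DLAM-2b 1 (0.15). The other HSD17B2 peaks that passed were lost in some fits. A second peak of intron 3, 36.0 kb into the gene, rose by 0.37 ± 0.10 with VD (adjusted p = 0.039, but 0.54 without EtOH 1, 0.32 without VD 1, 0.13 without VD 2 and 0.13 with DESeq2), by 0.35 ± 0.10 with DLAM-2b (adjusted p = 0.022, but 0.41 without EtOH 1, 0.23 without DLAM-2b 2 and 0.066 with DESeq2) and by 0.46 ± 0.10 with both (adjusted p = 0.0013, but 0.16 without EtOH 1). A peak 20.7 kb into the gene rose by 0.67 ± 0.23 with DLAM-2b (adjusted p = 0.043, but 0.11 without EtOH 1, 0.24 without EtOH 2, 0.21 without DLAM-2b 1, 0.11 without DLAM-2b 2 and 0.11 with DESeq2) and by 0.77 ± 0.22 with both (adjusted p = 0.018, but 0.053 without EtOH 1, 0.17 without EtOH 2, 0.11 without VD+DLAM-2b 2 and 0.082 with DESeq2), and VD gave 0.57 ± 0.22 there (adjusted p = 0.19). A peak 58.8 kb into the gene rose by 0.76 ± 0.25 with both (adjusted p = 0.036, but 0.23 without EtOH 1, 0.10 without EtOH 2, 0.086 without VD+DLAM-2b 1, 0.12 without VD+DLAM-2b 2 and 0.12 with DESeq2). With GC offsets only the change at 36.0 kb with both ligands passed. No difference between DLAM-2b and VD was called at these 3 peaks, with values of -0.02 at 36.0 kb (95% confidence interval -0.22 to 0.17), 0.10 at 20.7 kb (-0.31 to 0.51) and -0.10 at 58.8 kb (-0.57 to 0.36). The promoter of HSD17B2 did not pass in any comparison, with changes against EtOH of 0.03 ± 0.28 for VD, 0.15 for DLAM-2b and 0.18 for both. At 3 peaks of the 2 loci, 22.2 kb and 39.2 kb from CYP24A1 and 47.7 kb into HSD17B2, the co-treatment differed from VD by -0.40, -0.44 and -0.44, which passed when adjusted over the list alone (0.033, 0.033 and 0.044) and not over all peaks (0.094, 0.12 and 0.18).

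**Figure D3:**
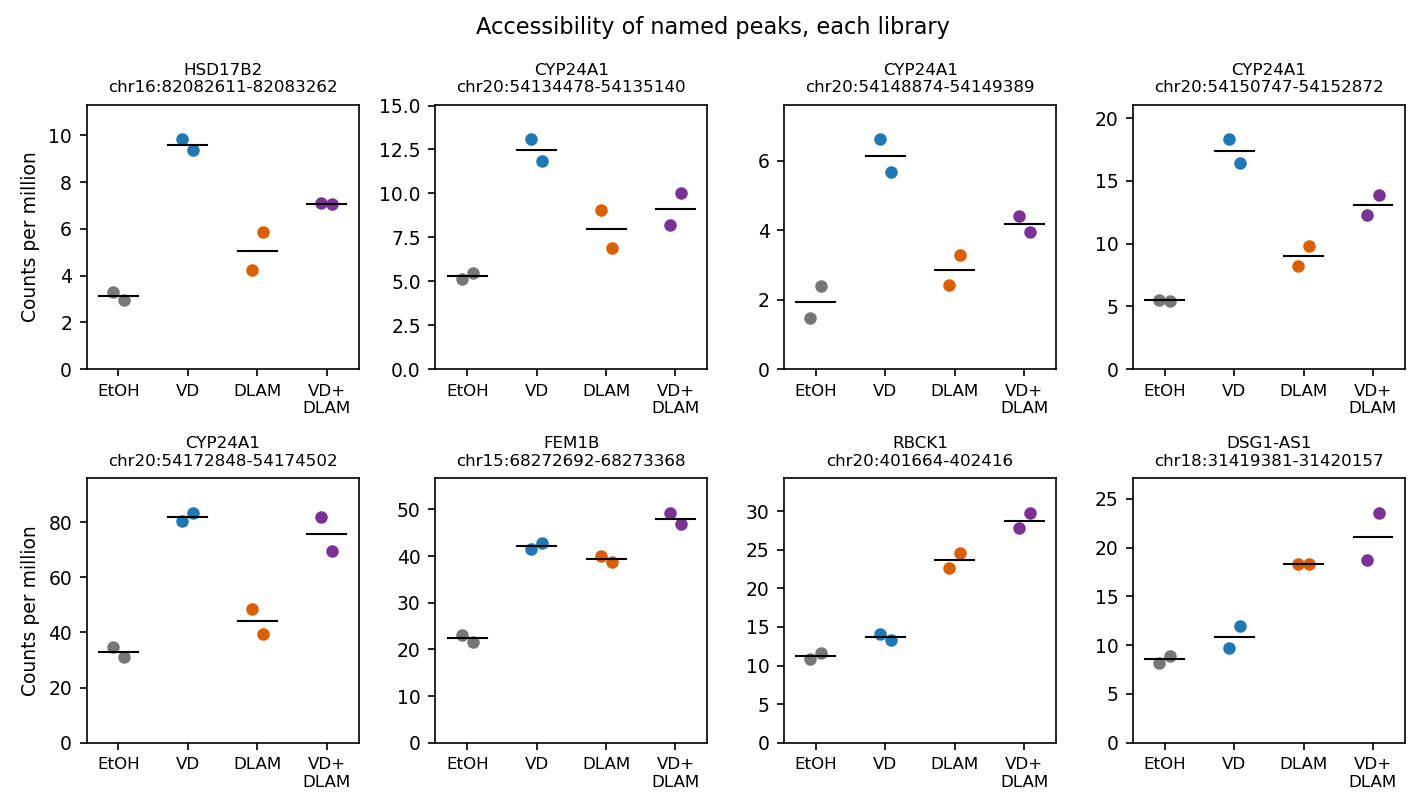
Counts scaled by library size (CPM, vertical axis) at 8 peaks in the 4 groups, with a point per library and a line at each group's mean. At the CYP24A1 5′ UTR the EtOH libraries lay at 34.9 and 31.1, the VD libraries at 80.3 and 83.3, the DLAM-2b libraries at 48.4 and 39.6, and the VD+DLAM-2b libraries at 81.9 and 69.5.

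DLAM-2b and VD were compared directly to ask where the ligands parted. DLAM-2b lay above VD at 229 peaks and below it at 200, with 8439 peaks at an unadjusted p under 0.05. Besides CYP24A1, the CYP26B1 and MIR4295 peaks that rose with VD were lower with DLAM-2b than with VD, at -1.15 ± 0.14 (adjusted p = 6.5e-08) and -1.97 ± 0.22 (adjusted p = 6.1e-10). Intronic peaks of ARHGEF16 and MAB21L4, both with a VDR/RXR direct repeat, were lower too, at -0.62 ± 0.09 and -0.62 ± 0.10. The promoter of CA9, the hypoxia-induced carbonic anhydrase gene, differed by -1.14 ± 0.18 and the peak 24 kb from FOS by -0.54 ± 0.08. The RBCK1 peak was higher with DLAM-2b, by 0.78 ± 0.11 (adjusted p = 5.0e-06), as were peaks near LRAT, which encodes the enzyme that esterifies retinol, by 1.59 ± 0.23, and near EGR2 by 1.08 ± 0.16. These peaks passed with any single library left out. The count of 429 fell to 125 without DLAM-2b 1, 57 without DLAM-2b 2, 44 without VD 1 and 139 without VD 2, and was 646 without VD+DLAM-2b 2. DESeq2 called 35 higher and 52 lower, a fit of the 2 groups alone gave 374 and 351, GC offsets gave 228 and 314, separate scaling of promoters gave 214 and 303, and library size alone gave 277 and 144.

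The co-treatment was compared with VD to see what DLAM-2b added to the hormone. It raised 748 peaks and lowered 542. The RBCK1 peak was again higher, by 1.07 ± 0.11 (adjusted p = 2.9e-11), and so were the KLF6 peak (1.01 ± 0.13), the DSG1-AS1 peak (0.97 ± 0.13) and the TRIB3 promoter (0.56 ± 0.08, adjusted p = 9.2e-06). The MIR4295 peak, which VD had opened, changed by -1.65 ± 0.21 (adjusted p = 1.6e-07). The CA9 promoter changed by -1.44 ± 0.19 (adjusted p = 1.6e-07), a peak 5.08 kb from the E-cadherin gene CDH1 by -0.69 ± 0.11, and the promoter of SCNN1A, a sodium channel subunit gene, by -0.56 ± 0.09. These peaks passed with any single library left out. The count of 1290 was 279 without VD 1, 322 without VD 2, 662 without VD+DLAM-2b 1 and 831 without VD+DLAM-2b 2, and DESeq2 called 189 higher and 222 lower.

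The interaction term asked whether the effect of both ligands differed from the sum of their separate log2 effects. It passed at 149 peaks, 78 of them above and 71 below the sum. Of the 78 above, 58 were promoters, and of the 71 below, 0 were in edgeR. Promoters below the sum at an unadjusted p under 0.05 numbered 119, and DESeq2 called 0 of them and limma-voom 1. The YY1 promoter fell with VD and stood 0.77 ± 0.13 above the sum (adjusted p = 0.0010). The JUNB 5′ UTR peak stood 0.75 ± 0.13 above it (adjusted p = 0.0032), but not past the threshold without VD 2 (0.72, adjusted p = 0.055) or without VD+DLAM-2b 1 (0.49, adjusted p = 0.18). The CYP24A1 peak 22.2 kb away stood at -1.11 ± 0.21 (adjusted p = 0.0046), and did not pass without EtOH 1 (adjusted p = 0.055), VD 1 (0.062), DLAM-2b 2 (0.061) or VD+DLAM-2b 1 (0.088). The count was 14 without EtOH 1, 82 without EtOH 2, 17 without VD 1, 17 without VD 2, 40 without DLAM-2b 2, 7 without VD+DLAM-2b 1 and 2412 without VD+DLAM-2b 2. The counts above and below the sum differed between settings, with 157 higher and 75 lower with GC offsets, 119 and 58 with promoters scaled apart, 62 and 156 with loess offsets, 87 and 163 with library size alone, 232 and 164 with the replicate block, 145 and 101 with a mean of at least 30 counts, and 108 and 4 with DESeq2. DESeq2 gave an adjusted p at 8 of the 27 named interaction peaks, so peaks absent from its counts need not have failed its test. All 4 groups enter the interaction term, and the EtOH libraries held the highest promoter shares.

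Pooling the libraries by ligand gave a view of each main effect. Against the 4 libraries without VD, the 4 with VD were higher at 11 peaks and lower at 0, from 2971 peaks at an unadjusted p under 0.05 in edgeR where chance gives 3659, and DESeq2 called 41 higher and 0 lower and limma-voom 10 and 0. This fit leaves the effect of DLAM-2b in the residual, and an additive model with both ligands called 108 higher and 5 lower. GC offsets gave 28 and 0, and the replicate block 6 and 0. The CYP24A1 5′ UTR peak changed by 1.03 ± 0.10 (adjusted p = 4.5e-06) and passed with any single library left out. The count was 3 without EtOH 1, 1 without EtOH 2, 1 without VD 1, 1 without VD 2, 6 without DLAM-2b 1 and 24 without DLAM-2b 2. The 4 libraries with DLAM-2b were higher at 3084 peaks and lower at 1394, among them the RBCK1 peak (1.06 ± 0.09, adjusted p = 2.4e-10), the EGR2 peak 97.2 kb away (1.16 ± 0.13), the MIR205 peak (-0.49 ± 0.07) and the SCNN1A promoter (-0.48 ± 0.07). That count was 2336 without EtOH 1, 2222 without EtOH 2, 2769 without DLAM-2b 2 and 1539 without VD+DLAM-2b 2. GC offsets gave 1706 higher and 1195 lower, separate scaling of promoters 2661 and 2104, and library size alone 3791 and 881.

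How far the ligands acted on the same peaks was asked by overlap. Of the peaks that rose with VD, 409 also rose with DLAM-2b where independent lists would share 39.6, and 163 fell with both where 10.6 would. Of the peaks that rose with VD, 489 rose with the co-treatment, where independent lists would share 46.0. Of the 262 that fell with VD, 73 fell with the co-treatment, where 7.84 would. At an unadjusted p under 0.05 and a change above 2-fold, VD raised 440 peaks near 421 genes and lowered 51, DLAM-2b raised 1241 near 1119 genes and lowered 57, and the co-treatment raised 1465 and lowered 104. Simulated unchanged groups gave 29.9 higher and 22.1 lower peaks for VD and 36.1 and 32.1 for DLAM-2b. They held no promoter, GC or abundance trend between libraries, so they may understate what unchanged libraries with such trends give. At these thresholds 245 peaks rose with both ligands and 3 fell with both, where independent lists would share 7.46 and 0.04, and simulated unchanged groups shared 5.95 and 0.85. The shared counts were 118 and 20 with loess offsets, 148 and 12 with GC offsets, and 131 and 0 with DESeq2 on 2 groups, and the shared lower peaks were 0 with DESeq2 on all libraries, 1 with library size alone and 5 with promoters scaled apart. With loess offsets VD raised 273 and lowered 107, DLAM-2b 557 and 199, and the co-treatment 875 and 271, and with GC offsets these were 294 and 85, 751 and 119, and 893 and 212. Without EtOH 1 and EtOH 2 the shared higher peaks numbered 714 and 560, and the shared lower peaks were 25 without EtOH 1, 6 without either DLAM-2b library, 9 without VD 1 and 1 without VD 2. Without EtOH 1 and EtOH 2, VD raised 1017 and 863 peaks and DLAM-2b 2079 and 1874. The lower counts were 155 without EtOH 1, 81 without EtOH 2, 210 without VD 1 and 208 without VD 2 for VD, and 271 without DLAM-2b 1, 174 without DLAM-2b 2 and 128 without EtOH 1 for DLAM-2b. The co-treatment raised 2227 without EtOH 1, and lowered 218 without EtOH 1, 243 without VD+DLAM-2b 1 and 594 without VD+DLAM-2b 2.

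Both ligands were compared with the same EtOH libraries, which by itself makes fold changes correlate. Across peaks, which are not independent replicates, the covariance of the VD and DLAM-2b effects was 0.0665 against 0.0247 in simulated unchanged groups, and their correlation was 0.669 against 0.523. The 2 EtOH libraries cannot be divided into separate controls of 2 each, so part of the excess overlap may come from the shared controls. Fold changes from pairs with no library in common were therefore compared, though all pairs drew on the same 2 EtOH libraries. Their mean correlation was 0.263 between VD and DLAM-2b, 0.247 between the VD pairs, 0.423 between the DLAM-2b pairs and 0.394 between DLAM-2b and the co-treatment, where simulated pairs gave -0.008 to -0.0007. The simulated pairs held no shift shared by both EtOH libraries. Such a shift would also correlate pairs without a common library, so these values do not separate it from an action shared by the ligands.

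Whether DLAM-2b weakened the response to VD was asked with peaks chosen in 1 VD and EtOH pair and measured in the other libraries. Over the 4 choices, the 500 peaks that rose most had a mean median of 0.35 with VD (0.33 to 0.37), 0.45 with DLAM-2b (0.42 to 0.49) and 0.49 with both (0.46 to 0.51). The co-treatment exceeded VD by 0.13 to 0.16 in the 4 choices. With 200 peaks the medians were 0.40, 0.48 and 0.55, and with 1000 peaks 0.31, 0.43 and 0.44. The co-treatment exceeded VD by 0.066 to 0.182 with 200 peaks and by 0.110 to 0.173 with 1000. DLAM-2b alone exceeded VD by 0.088 to 0.154 with 500 peaks and by 0.0062 to 0.127 with 200. The 500 peaks that fell most in the chosen pair had mean medians of -0.07, 0.00 and -0.04 in the other libraries. Of the 500 rising peaks, 2.85% held a DR3 site and 49.6% an AP-1 site on average. Of all 73197 peaks, 612 held a DR3 site and 25740 an AP-1 site, so both were more frequent among the rising peaks. The rising peaks may follow a shift common to all treated libraries, which this choice cannot separate from a response to VD. Of the 612 DR3 peaks, the co-treatment lay above VD at 2 and below it at 9 in edgeR, or 36 and 81 at an unadjusted p under 0.05.

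Sequence motifs were used to ask which regulators' sites lay in the peaks that moved. Of the 612 peaks with an exact VDR/RXR direct repeat (DR3), 45 rose and 1 fell with VD over all peaks tested, and 91 rose and 6 fell adjusted over the list alone. That is 7.35% of DR3 peaks higher, against 0.904% of other peaks. Their median change was 0.13, and camera gave an adjusted p of 1.9e-08, or adjusted p = 0.0074 with an estimated correlation. The median of DR3 peaks was 0.09 with DLAM-2b (adjusted p = 0.12, and 0.06 and adjusted p = 0.019 with loess offsets) and 0.08 with the co-treatment (adjusted p = 0.011, and adjusted p = 0.096 with an estimated correlation). With DLAM-2b 62 DR3 peaks rose and 16 fell, and with the co-treatment 85 and 14. Of all tested peaks these comparisons called 9.70% and 9.55%, against 1.32% with VD. DR3 peaks lay lower with DLAM-2b than with VD, with a median of -0.06, 0 higher and 17 lower peaks in edgeR and an adjusted p of 0.0015 (adjusted p = 0.031 with an estimated correlation). At an unadjusted p under 0.05, 23 DR3 peaks were higher and 88 lower, and DESeq2 called 0 and 6 and limma-voom 0 and 22. They also lay below the sum of both effects in the interaction, with a median of -0.13 (adjusted p = 0.0011, and adjusted p = 0.027 with an estimated correlation). With 1 mismatch allowed in the repeat these shifts did not pass, with a median of 0.03 with VD (adjusted p = 0.19). Of the other spacings, DR5 had a median of 0.07 with VD (adjusted p = 0.016, but 0.056 without EtOH 1 and 0.082 without VD 1, and adjusted p = 0.056 with an estimated correlation), and of -0.12 in the interaction (adjusted p = 0.0093, and adjusted p = 0.032 with an estimated correlation). DR0, DR1, DR2 and DR4 did not pass with VD, with medians of 0.02, -0.01, 0.05 and 0.05.

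AP-1 sites, bound by FOS and JUN dimers, were found in 25740 peaks, which is 35.2% of those tested. They lay in 60.9% of the peaks that rose with VD, 58.5% of those that rose with DLAM-2b and 57.9% with the co-treatment, and the median changes of AP-1 peaks were 0.09, 0.14 and 0.13. Camera called all 3 shifts (adjusted p = 4.5e-07, 4.6e-09 and 2.6e-09), and none held with an estimated correlation (adjusted p = 0.089, 0.15 and 0.096). With GC offsets the medians were 0.04, 0.05 and 0.06 (adjusted p = 0.010, 0.0034 and 0.0054). The longer NRF2/MAF site moved alike, at 0.11, 0.13 and 0.11 (adjusted p = 1.8e-04, 6.5e-04 and 0.0024, and adjusted p = 0.19, 0.17 and 0.21 with an estimated correlation), and did not pass with GC offsets for DLAM-2b (adjusted p = 0.073) or both (0.069). AP-1 peaks were higher with DLAM-2b than with VD by a median of 0.04 (adjusted p = 0.030, and adjusted p = 0.40 with an estimated correlation), which did not pass without DLAM-2b 2 (0.02, adjusted p = 0.52) or VD 2 (0.03, adjusted p = 0.19), with GC offsets (0.01, adjusted p = 0.58) or with loess offsets (0.03, adjusted p = 0.072). Against VD alone, the co-treatment's AP-1 median of 0.04 did not pass (adjusted p = 0.13), but was 0.05 without VD 1 (adjusted p = 0.036) and 0.07 without VD+DLAM-2b 1 (adjusted p = 6.9e-04).

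Sites of general promoter factors moved the other way, with the promoter share. SP/KLF peaks, 51.0% of them promoters, had medians of -0.11 with VD, -0.19 with DLAM-2b and -0.14 with both (adjusted p = 1.2e-18, 1.8e-29 and 6.7e-17, and adjusted p = 0.21, 0.17 and 0.21 with an estimated correlation), and did not pass with GC offsets (adjusted p = 0.12, 0.088 and 0.94). ETS and NRF1 peaks had medians of -0.16 and -0.19 with DLAM-2b (adjusted p = 4.0e-15 and 5.2e-22, and adjusted p = 0.24 for both with an estimated correlation). CTCF peaks, which mark chromatin loop anchors, had a median of -0.06 with VD (adjusted p = 0.016, but 0.073 without EtOH 2 and 0.21 without VD 1, and adjusted p = 0.21 with an estimated correlation) and -0.10 with the co-treatment (adjusted p = 0.0023, and adjusted p = 0.21 with an estimated correlation). NF-kB and GRHL peaks had medians of -0.09 and -0.08 with DLAM-2b (adjusted p = 5.1e-04 and 3.4e-04, and adjusted p = 0.17 for both with an estimated correlation), and did not pass with loess offsets (adjusted p = 0.16 and 0.13), nor did NF-kB with GC offsets (adjusted p = 0.82). The p63/p53, TEAD, RUNX, CEBP, IRF and GRE/ARE sites did not pass with either ligand alone, with medians from -0.05 to 0.06.

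**Figure D4:**
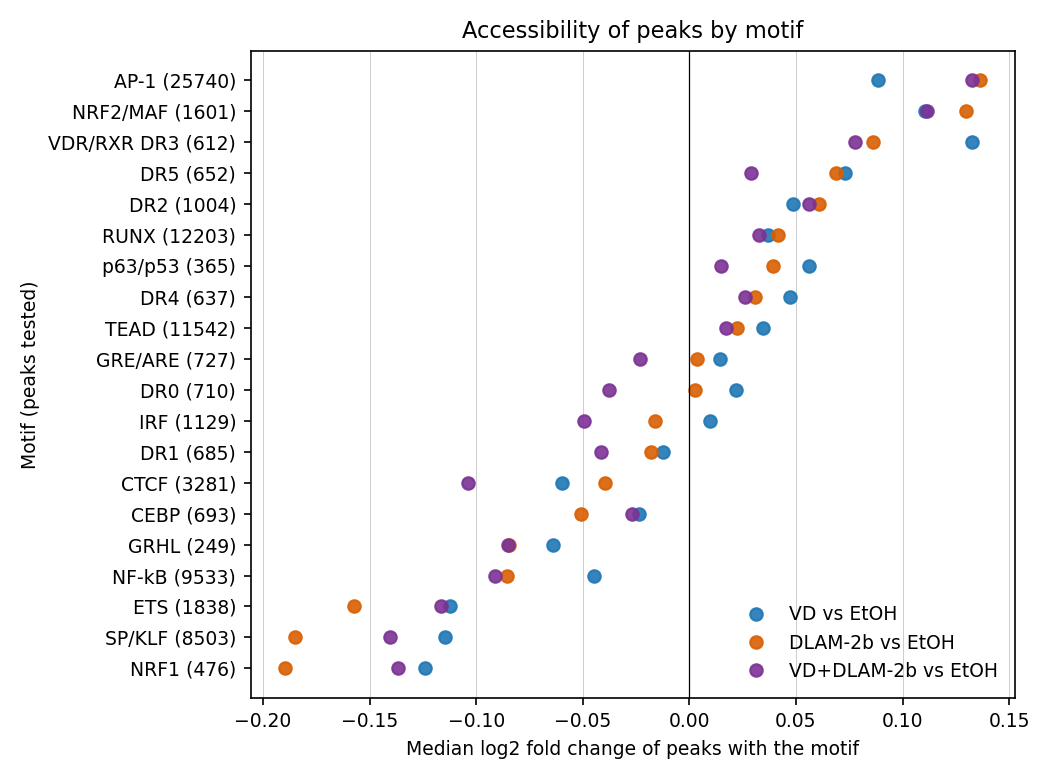
Median log2 fold change against EtOH (horizontal axis) of the peaks that held each of the 20 motifs, with a point for VD, DLAM-2b and VD+DLAM-2b. DR3 peaks had medians of 0.13, 0.09 and 0.08, AP-1 peaks 0.09, 0.14 and 0.13, and SP/KLF peaks -0.11, -0.19 and -0.14.

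Gene lists were tested by the peaks nearest to their genes. The 122 peaks near VDR target genes had a median of 0.11 with VD, 15 rose and 0 fell over all peaks tested, and 17 rose and 0 fell adjusted over the list alone (adjusted p = 2.3e-08, and adjusted p = 0.18 with an estimated correlation). The promoter peaks of the list alone did not pass with VD (median -0.02, adjusted p = 0.71), and had the other direction, without passing, with the co-treatment (-0.01, adjusted p = 0.52) and in the interaction (0.03, adjusted p = 0.42). At an unadjusted p under 0.05, 28 were higher and 5 lower, and DESeq2 called 8 and 0 and limma-voom 15 and 0. With DLAM-2b 16 rose and 2 fell, or 16 and 3 adjusted over the list alone, and the list did not pass (adjusted p = 0.064), but did with loess offsets (adjusted p = 0.0020) and outside promoters (adjusted p = 0.0061). Among the 16 were a peak 83 kb from IGFBP3, the insulin-like growth factor binding protein gene, at 1.32 ± 0.27 and a peak 157 kb from the co-repressor gene NRIP1 at 0.74 ± 0.15. With the co-treatment 19 rose and 3 fell, or 23 and 3 adjusted over the list alone (adjusted p = 0.0056, and adjusted p = 0.40 with an estimated correlation). The list lay lower with DLAM-2b than with VD (median -0.02, 0 higher and 8 lower, and 1 and 12 adjusted over the list alone, adjusted p = 0.020, but 0.057 with loess offsets and 0.087 outside promoters, and adjusted p = 0.60 with an estimated correlation). In the interaction 7 of its peaks lay below the sum and 0 above, or 8 and 1 adjusted over the list alone, and 22 and 4 at an unadjusted p under 0.05 (DESeq2 called 1 below and limma-voom 6, adjusted p = 0.0031, and adjusted p = 0.50 with an estimated correlation). The 63 peaks near vitamin D metabolism and receptor genes had 4 higher and 0 lower with VD, adjusted over the list alone as well (adjusted p = 0.16), and 0 higher and 4 lower between DLAM-2b and VD (adjusted p = 0.0062, and adjusted p = 0.23 with an estimated correlation). CYP24A1 belongs to this list and to the VDR target list, and the 4 peaks higher with VD are all CYP24A1 peaks. The lists are therefore not separate evidence.

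Peaks near genes of the AP-1 family were tested as a list. Of these 47 peaks, 0 rose and 3 fell with VD, or 0 and 7 adjusted over the list alone (median -0.11, adjusted p = 0.0018, and adjusted p = 0.63 with an estimated correlation). With DLAM-2b 0 rose and 9 fell, or 0 and 14 adjusted over the list alone (median -0.15, adjusted p = 2.8e-04, and adjusted p = 0.53 with an estimated correlation), with FOS and JUNB among them. At an unadjusted p under 0.05, 1 was higher and 15 lower with VD and 1 higher and 17 lower with DLAM-2b. DESeq2 called 0 and 1 with VD and 0 and 3 with DLAM-2b, and limma-voom 0 and 3 and 0 and 8. The list did not pass with GC offsets (adjusted p = 0.17 for VD and 0.16 for DLAM-2b) or with loess offsets (adjusted p = 0.075 and 0.056), nor with VD outside promoters (adjusted p = 0.063). The 34 cell cycle peaks, 35.3% of them promoters, had medians of -0.12, -0.19 and -0.16 with VD, DLAM-2b and both (adjusted p = 5.4e-04, 3.6e-04 and 0.0076, and adjusted p = 0.48, 0.51 and 0.51 with an estimated correlation). With GC offsets they were -0.04, -0.08 and -0.05 and did not pass (adjusted p = 0.17, 0.41 and 0.54), nor did the list outside promoters (adjusted p = 0.093, 0.055 and 0.14) or, with both, with loess offsets (adjusted p = 0.057). In the interaction, where promoters lay above the sum, the AP-1 family had a median of 0.12 and the cell cycle list of 0.14 (adjusted p = 1.4e-04 and 0.0019, and adjusted p = 0.52 for both with an estimated correlation), and the cell cycle list did not pass there with GC offsets (adjusted p = 0.14) or outside promoters (adjusted p = 0.12). Of the cell cycle peaks 0 rose and 0 fell with VD in edgeR, DESeq2 and limma-voom, with 0 higher and 8 lower at an unadjusted p under 0.05, and 1 rose and 3 fell with DLAM-2b, or 1 and 5 adjusted over the list alone. The 35 peaks near ER stress and integrated stress response genes were higher in the co-treatment than with VD, with 4 higher and 0 lower, or 6 and 0 adjusted over the list alone (median 0.12, adjusted p = 0.0012, but 0.13 outside promoters, and adjusted p = 0.49 with an estimated correlation), and TRIB3 was among the 4.

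Peaks near keratinocyte identity genes moved in both directions, and their lists did not pass. Of the 139 basal keratinocyte peaks, 14 rose and 9 fell with DLAM-2b, or 15 and 9 adjusted over the list alone (adjusted p = 0.84), and 2 rose and 0 fell with VD, or 3 and 0 adjusted over the list alone. Of the 120 differentiating keratinocyte peaks, 17 rose and 4 fell with DLAM-2b, or 21 and 4 adjusted over the list alone (adjusted p = 0.14), and 2 rose and 1 fell with VD, or 2 and 2 adjusted over the list alone. Growth factor response peaks numbered 168, of which 15 rose and 10 fell with DLAM-2b, or 20 and 12 adjusted over the list alone (adjusted p = 0.47). A peak 30.1 kb from the phosphatase gene DUSP1 was among those that rose, at 1.00 ± 0.21. Of the 140 TGF-beta and matrix peaks, 15 rose and 3 fell with DLAM-2b, or 20 and 5 adjusted over the list alone (adjusted p = 0.55), with peaks near TGFBI at 0.99 ± 0.18 and in an intron of the tenascin gene TNC at 0.88 ± 0.16. Of the 72 sterol metabolism peaks, 9 rose and 0 fell with DLAM-2b, adjusted over the list alone as well (median -0.02, mean 0.08 and a test direction upward, adjusted p = 0.84). DESeq2 called 1 higher and 0 lower of them and limma-voom 8 and 0, and 12 and 4 had an unadjusted p under 0.05. A peak 31 kb from HMGCS1, a gene of cholesterol synthesis, was among the 9, at 0.72 ± 0.10. Of the 85 innate immune and inflammatory peaks, 8 rose and 2 fell with DLAM-2b, or 10 and 3 adjusted over the list alone (adjusted p = 0.41).

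Of all tested peaks 9.70% were called with DLAM-2b, and the remaining lists are given beside that share, from which no difference was tested. The calcium handling list had 5 higher and 3 lower of 81 peaks, the nuclear receptor co-regulators 3 and 4 of 68, or 4 and 7 adjusted over the list alone, and the WNT pathway 4 and 4 of 91, or 2 and 4 adjusted over the list alone. The intronic WIF1 peak, near a secreted WNT inhibitor, rose by 2.18 ± 0.50 (adjusted p = 0.0027). NRF2 response peaks had 4 higher and 1 lower of 49, p53 response peaks 3 and 3 of 59, or 3 and 4 adjusted over the list alone, Hippo targets 2 and 2 of 61, and the xenobiotic response 2 and 0 of 37. Of the 44 interferon response peaks, 0 rose and 0 fell in edgeR and DESeq2, limma-voom called 1 higher, and 3 higher and 2 lower had an unadjusted p under 0.05. None of these lists passed camera with DLAM-2b (adjusted p from 0.23 to 0.84). Of the 36 housekeeping peaks, 2 rose and 2 fell with DLAM-2b, or 2 and 3 adjusted over the list alone (adjusted p = 0.41). With VD 0 rose and 0 fell in edgeR and DESeq2, or 0 and 2 adjusted over the list alone, limma-voom called 1 lower, and 2 higher and 6 lower had an unadjusted p under 0.05 (adjusted p = 0.12), and the list passed in the interaction (median 0.10, adjusted p = 0.033, and adjusted p = 0.56 with an estimated correlation), but not with GC offsets (adjusted p = 0.14), loess offsets (0.33) or outside promoters (0.68). Markers of other cell types were read beside them. The 30 endothelial peaks had medians of 0.13, 0.29 and 0.25 with VD, DLAM-2b and both (adjusted p = 0.037, 0.0043 and 0.040, and adjusted p = 0.41, 0.51 and 0.40 with an estimated correlation), with 5 higher and 0 lower with DLAM-2b, and none of these 30 peaks was a promoter. With GC offsets the endothelial list did not pass with VD (median 0.07, adjusted p = 0.17), DLAM-2b (0.19, adjusted p = 0.096) or both (0.14, adjusted p = 0.15), nor with loess offsets with VD (adjusted p = 0.069) or both (0.057). Melanocyte markers had 2 higher and 0 lower of 19 peaks with DLAM-2b (adjusted p = 0.41), fibroblast markers 3 and 1 of 30, or 5 and 2 adjusted over the list alone (adjusted p = 0.47), and immune cell markers 2 and 0 of 15 (median -0.05, mean 0.10 and a test direction upward, adjusted p = 0.84).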

Values the study reported

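For HaCaT cells, the paper's text counts genes whose ATAC-seq signal changed more than 2-fold. It gives 168 up-regulated by calcitriol and 177 up-regulated by DLAM-2b, with 8 shared between them, and reports no overlap among the down-regulated. The legend describes the items as regions, selected by a p-value under 0.05 against EtOH.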

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

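The tests with separate scaling of promoters and with GC content were chosen after the counts of called peaks and the promoter shares had been seen, and reading the library pairs as decisive where all 4 lay beyond a bound by more than their SD was settled after their values were seen.

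The effect of VD differed with and without DLAM-2b at 149 peaks by the interaction term, and 6 of them, chosen after their values were seen, are given here. In the VDR target list, which holds CYP24A1 and HSD17B2, edgeR called 7 peaks below the sum and DESeq2 called 1. The YY1 promoter stood 0.77 above the sum of both effects, and passed with any single library left out. The JUNB 5′ UTR peak stood at 0.75, and its adjusted p was 0.055 without VD 2 and 0.18 without VD+DLAM-2b 1. Below the sum, the CYP24A1 peak 22.2 kb away stood at -1.11, with adjusted p of 0.055 without EtOH 1, 0.062 without VD 1, 0.061 without DLAM-2b 2 and 0.088 without VD+DLAM-2b 1. The CYP24A1 5′ UTR peak stood at -0.53 (adjusted p = 0.030), with 0.080 without EtOH 1, 0.17 without EtOH 2, 0.13 without VD 1, 0.19 without VD 2 and 0.24 without DLAM-2b 1. The CYP24A1 peak 39.2 kb away stood at -1.05 (adjusted p = 0.020), with 0.14 without EtOH 1, 0.13 without VD 1, 0.076 without VD 2, 0.16 without DLAM-2b 1 and 0.24 without VD+DLAM-2b 1. The HSD17B2 peak 47.7 kb into the gene stood at -1.10 (adjusted p = 0.044), with 0.14 without EtOH 1, 0.12 without EtOH 2, 0.16 without VD 1, 0.14 without VD 2, 0.32 without DLAM-2b 2 and 0.22 without VD+DLAM-2b 1, and with 0.068 in limma-voom, 0.060 with loess offsets and 0.059 with promoters scaled apart.

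A technical candidate for the 149 peaks is that the EtOH libraries, which enter the interaction, were apart in promoter share. With promoter and other peaks scaled separately, 81 of the 149 (54.4%) kept their sign and passed, 32 of the 78 above the sum and 49 of the 71 below it. This lies between the shares set for either reading, so for these peaks the promoter share of the EtOH libraries and a response to the ligands cannot be told apart. What keeps it open is that all 3 treatments share the same 2 EtOH libraries. The YY1 promoter is a hypothesis for a locus where both ligands together differ from their sum, and it was found and tested on the same data.

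Peaks with an AP-1 site rose with DLAM-2b while promoters fell. Camera called the AP-1 shift with the preset correlation and not with an estimated one. A background difference between libraries would raise peaks by abundance, length and class, yet AP-1 peaks exceeded matched peaks in each of the 4 library pairs, by at least 0.137 and at most 0.179, and by at least 0.0795 and at most 0.100 when matched on GC content and class, which counts against either alone as the whole cause. Abundance and GC content were not matched together, so both acting at once was not tested. The 4 pairs reuse the same libraries and are not independent. For promoters, loess offsets left the median below zero in the 4 pairs, the closest at -0.0522 against a bound of -0.05, and GC offsets left -0.0346 to -0.0650, so a background or GC difference and a response of promoters cannot be told apart. A candidate biological explanation of the AP-1 pattern is a response to DLAM-2b, though VD+DLAM-2b and VD pairs moved alike (0.0892 to 0.128 and 0.0409 to 0.0817 with GC matching), so it may be shared by all treatments or belong to the EtOH libraries. A difference in how the EtOH dishes were handled stays open, since the labels give no batch.

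Peaks with a DR3 site rose with VD and lay lower with DLAM-2b. Their excess over peaks matched on GC content, abundance and class was at least 0.125 and at most 0.163 in the 4 VD and EtOH pairs, over 571 of the 612 peaks, which counts against those properties as the cause. Whether the spacing matters or half-sites at any spacing would do stays open, since DR3 exceeded the highest of the other direct repeats by 0.0350, 0.0421, 0.0759 and 0.0966, on both sides of the bound of 0.05, and the half-site and spacing readings cannot be told apart. In the DLAM-2b and EtOH pairs the same differences were 0.00428, -0.0289, 0.0106 and -0.0150, while the excess over matched peaks was 0.0991, 0.0548, 0.0834 and 0.0605, of which the lowest lay above the same bound by less than their SD. An action of the VDR/RXR dimer at these sites could give the matched excess, and no binding data were examined here. The paper measured VDR by ChIP-qPCR at a CYP24A1 response element in HaCaT cells and reports its recruitment by calcitriol. It proposes that VDR bound by DLAM-2 compounds can also bind such elements. That assay does not cover the DR3 peaks as a set. The lower level with DLAM-2b holds for 1 µM of it against 100 nM of VD, and a difference in dose or uptake was not tested.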

How the results depend on the processing

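GC offsets, separate scaling of promoters, and the replicate block with GC offsets were chosen after results had been seen, and the other alternatives were planned. Named peaks kept their direction in each alternative that gave them an adjusted p (7307 values on the same side of the threshold and 1104 no longer past it). Not every alternative gave one, as DESeq2 did so at 8 of the 27 named interaction peaks. Most named peaks were picked for a small p in the main fit, so kept directions say little about other peaks. With GC offsets 34 of 88 named peaks no longer passed for DLAM-2b, 23 of 85 for both and 10 of 42 for VD. The median of all peaks never moved by more than 0.1, which is no check, since most scalings hold it near 0. The promoter median for DLAM-2b did move, from -0.17 to -0.05 with GC offsets. Where values below moved, the cause was not tested, except that leaving out a library or fitting 2 groups alone also changes the residual degrees of freedom. With a library left out, the lone library of its group was assumed to vary like the other groups. In simulated data where few peaks changed, 6% of those changed 1.25-fold, a log2 change of 0.32, were recovered. With many calls the adjusted threshold is less strict, and the 2962 peaks that fell with DLAM-2b had a median of -0.33. The 6% therefore does not tell what comparisons with many calls missed.

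With each library left out in turn, the count of called peaks ranged from 181 to 1700 for VD against EtOH, from 1507 to 9414 for DLAM-2b, from 2388 to 8186 for both, from 279 to 1248 for both against VD, from 44 to 646 for DLAM-2b against VD, from 7 to 2412 for the interaction, from 1 to 24 for any VD and from 1539 to 5189 for any DLAM-2b. At the study's thresholds the range was 432 to 1017 higher and 51 to 210 lower for VD, 1213 to 2079 and 56 to 271 for DLAM-2b, 1285 to 2227 and 104 to 594 for both, and 224 to 714 and 1 to 25 for the overlap of VD and DLAM-2b. The AP-1 median ranged from 0.0208 to 0.0517 for DLAM-2b against VD and from 0.0126 to 0.0672 for both against VD.

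DESeq2 called 284 peaks for VD, 2998 for DLAM-2b, 3022 for both, 411 for both against VD, 87 for DLAM-2b against VD and 41 for any VD. The 2 groups alone gave 1887 for VD and 725 for DLAM-2b against VD. GC offsets gave 3447 for DLAM-2b, 4404 for both, 232 for the interaction, 28 for any VD and 2901 for any DLAM-2b. Loess offsets gave 4244 for DLAM-2b. For the interaction, library size alone gave 250 and a mean of 30 counts gave 246. The additive model gave 113 for any VD.

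At the study's thresholds, GC offsets gave 751 higher and 119 lower for DLAM-2b, 85 lower for VD, 893 higher and 212 lower for both, and 148 higher and 12 lower shared by VD and DLAM-2b. Loess offsets gave 557 and 199 for DLAM-2b, 273 and 107 for VD, 875 and 271 for both, and 118 and 20 shared. DESeq2 on 2 groups gave 131 and 0 shared, DESeq2 on all gave 0 lower shared, library size alone 1 and separate scaling 5.

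With an estimated correlation, VDR target loci had the same medians and did not pass with VD (0.11, adjusted p = 0.18), both (0.13, 0.40), DLAM-2b against VD (-0.0237, 0.60) or the interaction (-0.0820, 0.50), nor did AP-1 with VD (0.09, 0.089), DLAM-2b (0.14, 0.15), both (0.13, 0.096), DLAM-2b against VD (0.0385, 0.40) or the interaction (-0.0918, 0.14), nor DR3 with both (0.0779, 0.096). With promoter peaks alone the VDR target list lay at -0.0185 with VD, and reversed with both (-0.0113) and in the interaction (0.0263). For DLAM-2b the list passed with loess offsets (0.10, adjusted p = 0.0020) and outside promoters (0.13, 0.0061), and against VD it lay at -0.0189 (0.057) and -0.0124 (0.087). AP-1 for DLAM-2b against VD lay at 0.0111 with GC offsets, 0.0330 with loess offsets and 0.0462 outside promoters, and the interaction at -0.0374 with GC offsets, none past the threshold. DR3 with DLAM-2b passed with loess offsets (0.0588, adjusted p = 0.019). With 1 mismatch DR3 lay at 0.0343 with VD, 0.00077 with both, -0.0226 for DLAM-2b against VD and -0.0454 in the interaction, none past the threshold.

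Samples share only a number across groups, and the correlations of replicate differences lay between -0.063 and 0.093. With the replicate block, 1205 peaks were called for VD, 7799 for DLAM-2b, 7292 for both, 1480 for both against VD, 556 for DLAM-2b against VD, 396 for the interaction, 6 for any VD and 4143 for any DLAM-2b. The block with GC offsets gave 3717 for DLAM-2b, 4506 for both, 338 for the interaction and 2674 for any DLAM-2b. The block with loess offsets gave 4448 for DLAM-2b and 324 for the interaction. Covariances of pairs without a shared library were 0.0263 for VD, 0.0551 for DLAM-2b and 0.0296 between them with loess offsets, against 0.0303, 0.0708 and 0.0377.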

Other observations

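The tests named here were planned, and the reading of the splits was settled after their counts were seen.

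Groups of 4 against 4 allow other splits of the 8 libraries to be counted. Only 3 of the 35 splits keep the 2 libraries of each group together, as the real ones do, which is too few for a share under 0.05, and the other 32 part duplicates and called 0 peaks. For the libraries with and without DLAM-2b, 1 of the 35 splits gave as many as 4478 peaks, and the highest other split gave 11. For the libraries with and without VD, 2 of the 35 splits gave at least 11 peaks, and the highest other gave 4478. That other split is the one by DLAM-2b, a treatment, which points to a structure of the samples.

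At an unadjusted p under 0.05 and above 2-fold, 440 peaks near 421 genes rose with VD here. The number for calcitriol in the paper is lower. With DLAM-2b, 1241 peaks near 1119 genes rose. The number for DLAM-2b in the paper is lower. The peaks that rose with both ligands numbered 245. The overlap in the paper is lower. Without EtOH 1 these counts were 1017, 2079 and 714, and without EtOH 2 they were 863, 1874 and 560, while loess offsets gave 273, 557 and 118 and GC offsets 294, 751 and 148. Among falling peaks the overlap was 3 (25 without EtOH 1, 6 without either DLAM-2b library, 9 without VD 1 and 1 without VD 2), where simulated unchanged groups gave 0.85. The paper reports no such overlap. The paper describes signal over coding regions of mRNA, and which peaks it counted is not given in the sources used here, so whether a choice of peaks accounts for this was not tested. Counting genes in place of peaks does not, as 256 genes were shared by the higher peaks of both ligands here, beside the 421 and 1119 above. The paper used DESeq2, whereas the counts above are from edgeR. With DESeq2 on the 2 groups of a comparison alone, 297 peaks rose with VD and 1007 with DLAM-2b. The shared higher peaks then numbered 131 and the shared lower peaks 0.

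At the loci of CYP24A1 and HSD17B2-AS1, the paper reports no clear remodelling. It shows representative tracks at the promoter and a known enhancer, with a vertical scale picked for each sample. The tests of single peaks here are another measure. No tested peak was nearest to HSD17B2-AS1. Here 4 peaks of CYP24A1 and the HSD17B2 peak 47.7 kb into the gene rose with VD with any single library left out, and the HSD17B2 promoter did not pass.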
